A study of Homo sapiens with 16 samples. Its data were reported in "O-GlcNAcylation controls pro-fibrotic transcriptional regulatory signaling in myofibroblasts" (2024).

How the data were processed

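H3K27ac, the acetylation of histone H3 at lysine 27 that marks active regulatory regions, was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in LX-2 cells, an established human hepatic stellate cell line with a myofibroblastic phenotype. Cells received vehicle (control) or 50 µM OSMI-1 for 24 h. OSMI-1 inhibits O-GlcNAc transferase (OGT), the enzyme that adds O-GlcNAc to proteins, and is called OGTi below. Of the 16 samples, 8 are H3K27ac libraries, with 4 replicates in each arm. The other 8 are input DNA and column purified chromatin (CoP-seq) libraries, which enter no test here.

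According to the methods of the study, the authors aligned the reads to hg38 with Chromap, called peaks in each library against input DNA with MACS2 after removal of duplicates and of blacklisted regions, divided the peaks into bins with MAnorm2 and tested all 8 H3K27ac libraries together with MAnorm2. Wide peaks are cut into bins in this procedure, so that one acetylated domain can be listed as several abutting regions. The deposited values used here are the 2 resulting lists, one of regions that lost H3K27ac under OGTi and one of regions that gained it. Each deposited list has 3 columns, the chromosome, the start and the end, in base pairs of hg38. The authors' lists hold no signal, fold change, p-value or replicate value, and no unused columns. The adjusted p threshold in the names of the lists is 0.15, whereas the methods text names a stricter one. The lists were taken at the threshold in their names. The read depth behind each region is unknown, no interval for the H3K27ac signal can be given, and regions that did not change were not used here. Regions, not cultures, are therefore the unit of every test, and p-values describe how the 2 lists differ, not how far replicate cultures vary.

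Starts were converted to count from 1 in all coordinates given. Genes and transcription start sites (TSSs) came from GENCODE release 44 on the same genome build, with 62700 genes; the study used an earlier release. The TSS of a gene was its 5′ end. A region was TSS-proximal when any base lay within 2500 bp of a TSS, the window by which the study gave regions to genes. The predicted enhancer-promoter links of the study were not used here. The other regions were TSS-distal, and were placed in a gene body when their centre lay in a gene. Sequences were read from hg38, and for each region 1 random region of the same width on the same chromosome was drawn as a genomic background.

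Lost regions were compared with gained regions. Shares were compared with two-sided Fisher's exact tests, and mean log2 width, mean GC content and mean CpG observed/expected ratio with two-sided permutation tests of 100000 resamples, for which 1e-05 is the smallest p-value possible. A motif was called present when its consensus matched at least 1 position on either strand. The 18 consensus motifs were tested with Benjamini-Hochberg adjustment. The distribution over 23 chromosomes (the autosomes and X) was tested with a permutation chi-square test and then with Fisher's exact test per chromosome, adjusted in the same way. The direction of adjacent regions with centres within 50 kb was compared with labels permuted within chromosomes, one-sided. Since adjacent regions tended to share a direction, single-region tests overstate the number of independent observations. The main differences in width, position, base composition and motifs past the threshold are therefore given with a 95% interval from 2000 resamples of whole chromosomes (500 for each motif) and with the number of chromosomes that show the direction, and most were repeated with 1 region per run, a run being consecutive regions of one direction with neighbouring centres within 50 kb.

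The study followed 5 gene lists from earlier work. They were taken from its supplementary table, which holds 162, 71, 61, 129 and 148 symbols, all matched to the annotation. The first is 1 gene shorter than the methods text states. Among genes with a TSS within 100 kb of lost regions or of gained regions but not of both kinds, list members were compared with the other genes by Fisher's exact test, adjusted over the 5 lists. The genes named in the text followed a rule fixed before the data were examined: 15 genes followed by the study, the 5 protein-coding genes per direction with the most regions whose centre lay in the gene or within 2500 bp of it, and the 3 longest runs per direction. PDGFC, RAD18 and MYLK, which tied with the fifth gene of their direction, are named in addition. An item that this rule selects among the lost regions is not reported here. The tests of the comparisons described above and most alternatives were also fixed before the data were examined. The target gene lists of the closing section and several tests of explanations given there were added later, as stated in it. The TSSs of all transcripts and the use of 1 region per run for the TSS, GC, CpG and motif comparisons were chosen after seeing the data. The alternatives covered other windows, protein-coding genes only, autosomes only, TSS-distal or TSS-proximal regions only, the central 1000 bp of each region, and logistic regression with log2 width, GC content, CpG ratio and TSS class as covariates.

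The statistics were tested on simulated data built on the 7130 real regions. Over 100 shuffles of the direction labels, 3.78% of 1800 motif tests, 3% of GC tests, 6% of neighbour tests and 4% of chromosome tests had p under 0.05. These shuffles removed the shared direction of adjacent regions, so they do not give the error rates of tests on clustered regions. All 200 TEAD sites planted in regions without one were found, and the odds ratio moved from 0.998 to 1.27. The planted sites matched the consensus by design, so their recovery checks only the search. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and blastn 2.17.0 for the search with mitochondrial DNA.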

Results

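To describe where OGT inhibition changes regulatory activity in myofibroblastic hepatic stellate cells, H3K27ac regions that differed between OGTi-treated and control LX-2 cells (4 ChIP-seq replicates in each arm) were examined. The authors' lists contained 3507 regions with loss of H3K27ac and 3623 regions with gain, at the adjusted p threshold of 0.15 given in their names. Lost regions thus made up 49.2% of the 7130 listed regions (Wilson 95% interval 48.0% to 50.3%). No lost region overlapped a gained one. Lost regions covered 6335 kb of hg38 and gained regions 5943 kb. Abutting regions of one direction were frequent, since joining them left 3057 lost and 3210 gained blocks, and merging regions within 1000 bp of each other left 2986 and 3164. Since the lists hold positions alone, neither the size of the H3K27ac change nor its spread between replicates can be given for any region below.

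Lost regions were wider than gained regions. Their median width was 1905 bp (quartiles 1294 and 2305 bp), against 1697 bp (quartiles 1098 and 2101 bp) for gained regions. The mean log2 width was 10.64 ± 0.83 (SD over 3507 regions) in the lost list and 10.47 ± 0.87 (SD over 3623 regions) in the gained list, a difference of 0.17 (two-sided permutation test, p = 1e-05, the smallest possible; chromosome interval 0.11 to 0.22). This direction was seen on 19 of 23 chromosomes. The difference was smallest in TSS-proximal regions, where it was 0.15 (permutation p = 3e-05).

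Lost and gained regions were then located relative to genes. Only 750 lost regions (21.4%) were TSS-proximal, compared with 1469 gained regions (40.5%) and 12.2% of random regions of the same widths. The odds ratio was 0.399 (two-sided Fisher's exact test, p = 3.6e-69), and the difference, lost minus gained, was -19.2 percentage points (chromosome interval -22.7 to -16.4). All 23 chromosomes showed this direction. Of the alternatives, the restriction to TSSs of protein-coding genes moved the odds ratio most, to 0.285 (11.3% of lost and 30.97% of gained regions). Accordingly, a TSS-proximal region was near a protein-coding TSS in 53.1% of the lost cases and in 76.4% of the gained cases (odds ratio 0.350, Fisher's exact p = 2.9e-28). Among TSS-distal regions, 66.3% of 2757 lost and 78.8% of 2154 gained regions had their centre in a gene body (odds ratio 0.528, Fisher's exact p = 1.95e-22; chromosome interval of the difference -15.7 to -9.12 percentage points), and 21 of 23 chromosomes showed this direction. Introns without TSS-proximal sequence held 48.2% of lost and 43.1% of gained regions, while 26.5% of lost and 12.6% of gained regions were intergenic.

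**Figure D1:**
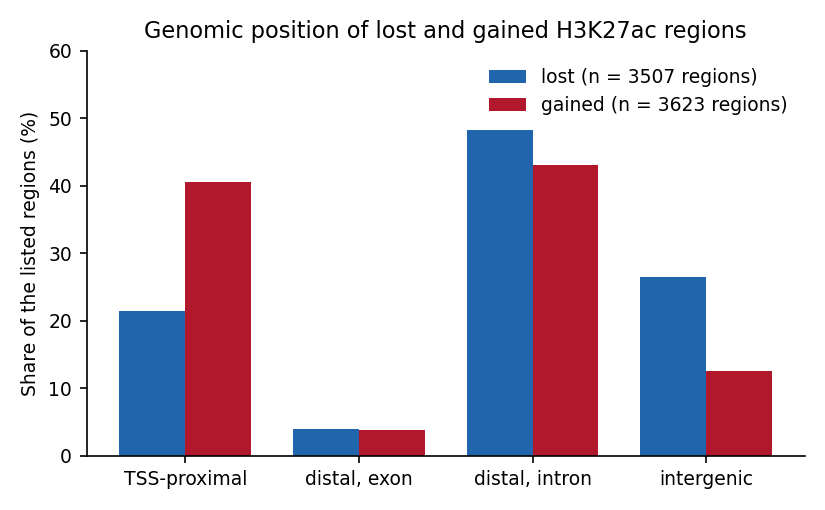
Share of lost (blue, n = 3507) and gained (red, n = 3623) H3K27ac regions, in percent, in 4 classes of genomic position on the x axis. TSS-proximal regions made up 21.4% of the lost and 40.5% of the gained list, and intergenic regions 26.5% and 12.6%.

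The base composition of the regions was compared next. Mean GC content was 48.3% ± 8.77 (SD) in lost and 48.4% ± 10.2 (SD) in gained regions, with no difference past the threshold (permutation test, p = 0.67; chromosome interval of the difference -0.890 to 0.623 percentage points; 14 of 23 chromosomes), whereas random regions had 41.1%. The absence of a difference was not stable, since lost regions had a lower GC content with 1 region per run (difference -0.803 percentage points, permutation p = 0.00628) and in the central 1000 bp (-0.724, permutation p = 0.00364). The comparison also depended on the position of the regions. TSS-distal lost regions had a higher GC content than TSS-distal gained regions (46.6% against 43.4%, permutation p = 1e-05), and TSS-proximal lost regions a lower one than their gained counterparts (54.8% against 55.9%, p = 0.0212). The CpG observed/expected ratio was lower in lost regions, at 0.246 ± 0.172 (SD) against 0.374 ± 0.276 (SD), with 0.220 in random regions (difference -0.128, permutation p = 1e-05; chromosome interval -0.149 to -0.113; 23 of 23 chromosomes). The difference was concentrated in TSS-proximal regions, where the ratio was 0.393 in the lost and 0.606 in the gained list. In TSS-distal regions it was 0.206 and 0.215 (permutation p = 0.00492).

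The TEAD recognition motif was the motif of the study's question. The consensus RCATTCCW (R is A or G, W is A or T) was present in 1506 of 3507 lost regions (42.9%) and 996 of 3623 gained regions (27.5%), and in 27.4% of random regions. The odds ratio was 1.99 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 2.09e-41 over 18 motifs), the difference was 15.5 percentage points (chromosome interval 12.99 to 17.6), and 22 of 23 chromosomes showed it. With 1 region per run the odds ratio was 2.43, the value farthest from the main one, and with width, GC content, CpG ratio and TSS class as covariates it was 1.66, also past the threshold. The shorter core CATTCC was present in 73.5% of lost and 58.8% of gained regions (odds ratio 1.94, Fisher's exact p = 3.61e-39).

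Of the 18 motifs, 6 were more frequent in lost and 6 in gained regions at an adjusted p under 0.05. Besides TEAD, the SRF consensus CCWWWWWWGG was more frequent in lost regions, at 14.7% against 7.76% (odds ratio 2.04, Fisher's exact test, adjusted p = 5.83e-20, chromosome interval of the difference 5.78 to 8.19 percentage points, 22 of 23 chromosomes). RUNX (odds ratio 1.30, chromosome interval of the difference 2.05 to 5.65 percentage points, 17 of 23 chromosomes), NF-kB (1.29, 3.36 to 5.74, 21 of 23), NFY (1.15, -0.0702 to 3.42, 14 of 23) and AP-1 (1.14, 0.391 to 5.71, 15 of 23) followed with smaller differences. The NFY difference (Fisher's exact test, adjusted p = 0.0485) did not pass the threshold under any of its 4 alternatives. With covariates, RUNX (odds ratio 1.08) and NF-kB (1.06) did not pass it either, and NF-kB did not in the central 1000 bp (1.09). AP-1 matches were more frequent than in random regions in both lists (42.6% of lost, 39.6% of gained and 23.4% of random regions), but the direction of the difference between the lists was reversed among TSS-distal regions (odds ratio 0.876) and with covariates (0.692). Motifs more frequent in gained regions were NRF1 (4.42% against 0.342% of lost regions, odds ratio 0.0743, chromosome interval of the difference -5.58 to -2.88 percentage points, 21 of 23 chromosomes), ETS (11.98% against 4.02%, odds ratio 0.308, -9.66 to -6.58, 23 of 23), the composite ATF4-C/EBP consensus TGATGCAA (10.1% against 4.36%, odds ratio 0.405, Fisher's exact test, adjusted p = 1.44e-20, -7.43 to -4.56, 22 of 23), CRE (odds ratio 0.517, -1.64 to -0.562, 16 of 23), SP/KLF (0.616, -11.3 to -7.13, 21 of 23) and E-box (0.845, -4.22 to -1.25, 19 of 23). Among TSS-distal regions, the differences for ETS (odds ratio 0.801, Fisher's exact test, adjusted p = 0.219) and CRE (0.668, adjusted p = 0.33) were no longer past the threshold and those for SP/KLF (1.44) and E-box (1.11) were reversed, while that for ATF4-C/EBP was 0.354 (adjusted p = 4.97e-20). The C/EBP, SMAD, FOX, steroid receptor, HSF and p53 motifs did not pass the threshold over all regions, but HSF did in the central 1000 bp, where it was more frequent in gained regions (odds ratio 0.631, Fisher's exact test, adjusted p = 0.0179).

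**Figure D2:**
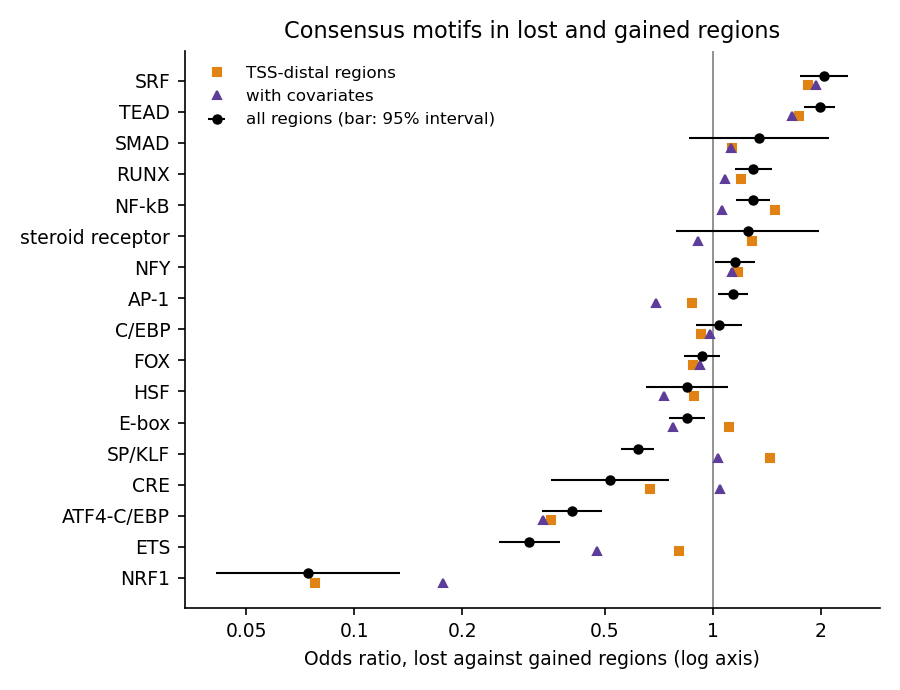
Odds ratio of a consensus match in lost against gained regions for each motif with matches in both lists (log axis, 1 means equal shares), for all regions with the 95% interval (black), TSS-distal regions (orange) and with covariates (purple). TEAD (1.99, 1.74 and 1.66) and SRF (2.04, 1.84 and 1.93) lay above 1 in all 3, and ATF4-C/EBP (0.405, 0.354 and 0.337) below 1.

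Whether loss and gain were spread alike over the genome was assessed by chromosome. The split between lost and gained regions differed over 23 chromosomes (chi-square 115.1, permutation test, p = 1e-05). Chromosome 9 had an excess of lost regions (241 lost, 158 gained, Fisher's exact test, adjusted p = 4.46e-05). By the same exact test, chromosomes 19 (69 and 138, adjusted p = 4.46e-05), 12 (177 and 257, 0.00271), 7 (124 and 187, 0.00532), X (60 and 99, 0.0176) and 10 (110 and 156, 0.0395) had an excess of gained regions. When each run was counted once, the chi-square was 59.6 (p = 4e-05) and 3 chromosomes passed the threshold: chromosomes 7 (adjusted p = 0.00672) and 19 (0.00255), as above, and chromosome 20 with an excess of lost runs (85 lost, 63 gained, 0.0421). Chromosome 9 then had an adjusted p of 0.0702 in the exact test. Among TSS-distal regions the chi-square was 99.2 (permutation p = 1e-05) and 5 chromosomes passed the exact test: chromosomes 9 (adjusted p = 0.000337), 12 (0.000337) and 7 (0.0226) as above, and chromosomes 22 (0.0101) and 14 (0.033) with an excess of lost regions, whereas chromosomes 19 (0.0621), 10 (0.187) and X (0.268) did not.

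**Figure D3:**
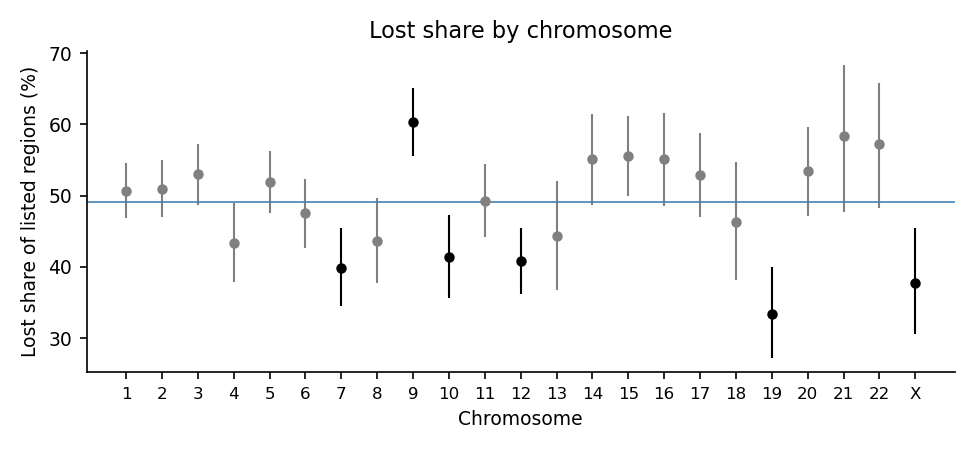
Lost share of the listed regions in percent by chromosome, with Wilson 95% intervals. Black points had an adjusted p under 0.05, and the line marks the share over all of these chromosomes. Chromosome 9 was highest at 60.4% and chromosome 19 lowest at 33.3%.

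Adjacent regions mostly changed in the same direction. Of 2906 adjacent pairs with centres within 50 kb, 89.8% shared a direction, against 50.8% with labels permuted within chromosomes (one-sided permutation test, p = 1e-05). Pairs more than 5000 bp apart still agreed in 82.9% of cases (50.7% under permutation, p = 1e-05). Agreement fell with distance, from 99.4% below 5000 bp to 61.1% between 50 and 200 kb and 55.1% between 200 and 1000 kb. The regions formed 2079 lost and 2440 gained runs, of which 98 and 69 held at least 5 regions.

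**Figure D4:**
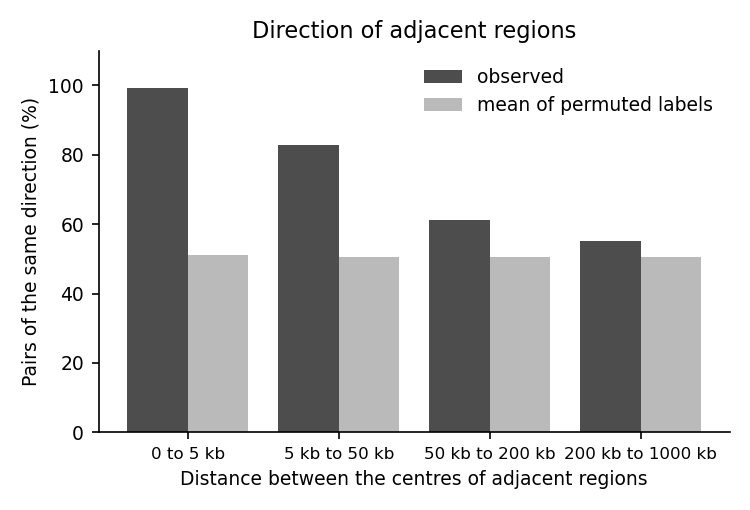
Share of adjacent region pairs with the same direction, in percent, by the distance between their centres (dark bars), and the mean share with labels permuted within chromosomes (light bars). The observed share fell from 99.4% to 55.1%, and the permuted share was between 50.6% and 51.0%.

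Among the longest lost runs, one held 17 regions on chromosome 9 (78932089 to 79055416, intergenic with respect to protein-coding genes and 516 kb from TLE4, the nearest of these) and another 16 regions on chromosome 10 (43842717 to 43932308, over the non-coding genes LINC00840, LINC02659 and LINC00841). The longest gained runs held 20 regions on chromosome 7 (130852402 to 130962816, over LINC-PINT, LINC00513 and the microRNA genes MIR29A and MIR29B1), 18 regions on chromosome X (45708648 to 45851919, over MIR222HG, the microRNA genes MIR221 and MIR222, and LINC02595) and 17 regions on chromosome 15 (96274690 to 96351021, over NR2F2 and its antisense gene NR2F2-AS1). Among the protein-coding genes with the most lost regions were TENM2 (19 lost), THSD4 (14, with 1 gained), RAD51B (14, with 3 gained) and PTPRQ (10, as in RAD18, and in MYLK with 2 gained). Those with the most gained regions were VEPH1 (16 gained), ADAMTS12 (15), DST (13), BCL2L1, EXT1 and PDGFC (12 each), none of which held a lost region. These counts favour long genes and wide acetylated domains, since TENM2 spans 1285 kb and BCL2L1 59.5 kb.

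Regions were next given to genes by the TSS window of 2500 bp. A TSS of 910 genes lay near lost regions only, that of 2039 genes near gained regions only, and that of 1 gene near both. Among protein-coding genes, the counts were 405, 1281 and 0. The counts for lost regions include mitochondrial genes such as MT-ND1 and MT-CO1, and were not repeated without them. The position of genes from 5 lists was then compared, to ask whether fibrosis-related genes lie closer to lost regions. Of the liver fibrosis matrisome genes within 100 kb of a single kind of region, 22 were near lost and 13 near gained regions (62.9% lost, against 40.8% of other genes; odds ratio 2.45, Fisher's exact test, adjusted p = 0.0478 over the 5 lists). The adjusted p of the exact test ranged from 0.000116 with a window of 2500 bp, where 12 of 14 genes were near lost regions, to 0.0895 with a window of 50 kb. The lists of fibrogenic genes of myofibroblastic stellate cells (44 and 44 genes, odds ratio 1.45, Fisher's exact test, adjusted p = 0.138) and of heart, kidney and lung fibrosis genes (33 and 29 genes, odds ratio 1.65, adjusted p = 0.131) did not pass the threshold at 100 kb. In the exact test at 2500 bp they did, with odds ratios of 4.20 (adjusted p = 0.000116) and 5.09 (0.00807). The lists of myofibroblast identity genes (odds ratio 1.10, adjusted p = 0.887) and liver fibrosis genes (0.964, adjusted p = 1) did not differ from other genes in the exact test. Neighbouring genes can share regions within 100 kb, so these tests may overstate the number of independent genes. They were given no chromosome interval and no repeat by run.

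Finally, the genes followed by the study were inspected. Lost regions lay at the TSS of COL1A1, COL1A2, PDGFRB, TEAD1 and TEAD4. For COL1A1 (chromosome 17, minus strand), the abutting lost regions 50201754 to 50203753 and 50203754 to 50206347 began 122 bp upstream of the TSS, whereas the region 50196015 to 50197510 inside the gene was gained. The lost region of COL1A2 (chromosome 7, 94391433 to 94393966) ended 929 bp upstream of its TSS. PDGFRB (chromosome 5) had a lost region over its TSS (150153103 to 150156454) and 3 abutting lost regions in an intron (150136643 to 150142599 in all). TEAD4 had a single lost region over its TSS (chromosome 12, 2958223 to 2960696). TEAD1 had a lost region over its TSS (chromosome 11, 12673521 to 12674994) and 2 gained intronic regions. ACTA2 had 1 lost intronic region (chromosome 10, 88950971 to 88951957) and BNC2 had 3 lost intronic regions on chromosome 9 between 16421894 and 16627341. In contrast, COL3A1 and COL5A2, neighbours on chromosome 2, had gained intronic regions only, 2 and 7 respectively. Gained regions also lay near the TSS of YAP1 (chromosome 11, 102111910 to 102113080, with 2 further intronic gained regions), ANKRD1 (chromosome 10, 90918417 to 90920416) and CCND1 (chromosome 11, 69638354 to 69639667 and 69640558 to 69641965), and 1 gained region lay in an intron of OGT (chromosome X, 71540981 to 71544284). PPARG and OGA had no listed region within 100 kb of the TSS or in the gene body. In OGTi-treated LX-2 cells, the study reported lower expression of COL1A1, COL1A2, BNC2 and TEAD4, but also of COL3A1 and YAP1. TEAD1 protein did not change in its assays. The direction of the listed regions thus did not follow expression at all of these genes.

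**Figure D5:**
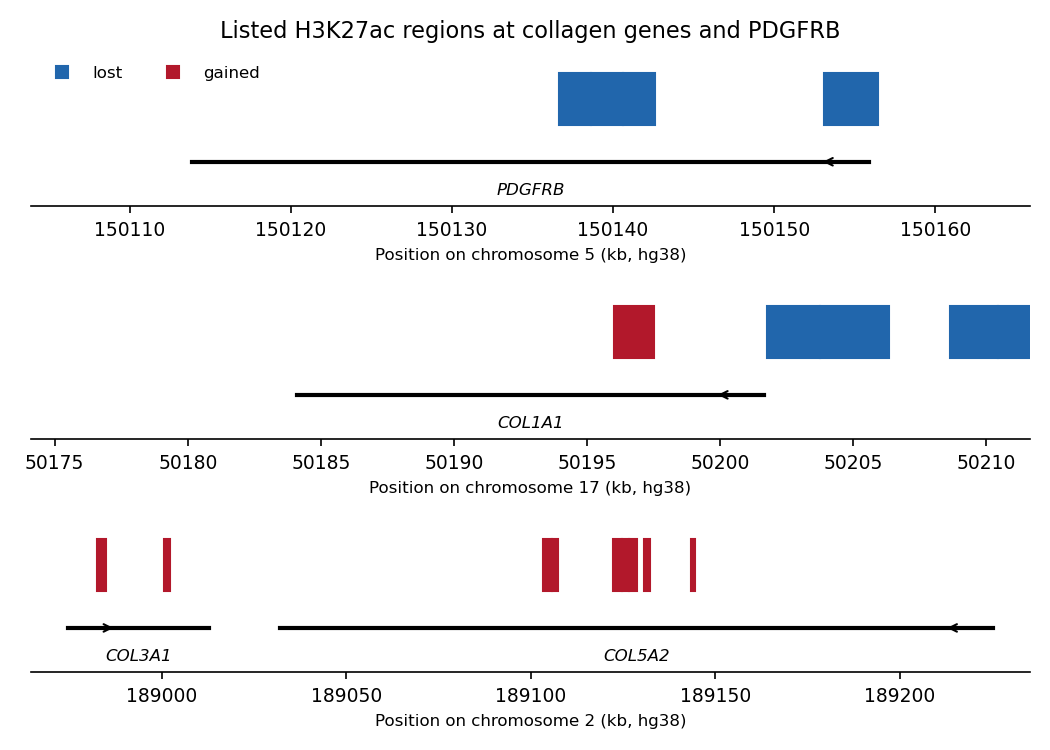
Lost (blue) and gained (red) regions at PDGFRB, COL1A1 and the neighbouring COL3A1 and COL5A2, by position in kb on hg38, where black lines are genes and arrows mark the TSS and the direction of transcription. Lost regions lie at the TSS of PDGFRB and upstream of COL1A1, and gained regions inside COL3A1 and COL5A2.

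The TEAD consensus was present in 10 of the 13 lost and 6 of the 19 gained regions at these genes, too few and too clustered to test. In the TSS region of PDGFRB, it was matched at 150153792 to 150153799 (minus strand, CTTGCAATGGAGGAATGCTGCCTGGAGT given, as the others, on the plus strand with 10 flanking bases on each side), 150154214 to 150154221 (plus strand, ATGAGGAAGGGCATTCCAGAAAGGGGGA) and 150154267 to 150154274 (plus strand, AGGATGGTGCGCATTCCTTCTGGGAATT). Upstream of COL1A2, it was matched at 94392273 to 94392280 (minus strand, ATCAGTTTCCAGGAATGCTTTTCAAGTT) and 94393532 to 94393539 (minus strand, ACCTAGGGCCTGGAATGCCATCCCAAGA). In the lost region of TEAD4, a match lay at 2959404 to 2959411 (plus strand, CTCATTCCGCGCATTCCAGCGTCCTCCT), and in the gained TSS-proximal region of YAP1 one lay at 102112353 to 102112360 (plus strand, ATGAGTGTTAACATTCCAATAGGTCCCA).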

Values the study reported

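The study reported that H3K27ac was lost at 3507 regions in LX-2 cells under OGTi. It compared these regions with 8112 cistromes and found 47 transcriptional regulators whose binding sites overlapped them significantly, 16 of which were also found among O-GlcNAcylated proteins of LX-2 cells.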

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

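No paired analysis was possible because the lists hold regions only, with no value per replicate. For the same reason, leaving out each replicate and applying a stricter threshold were not run. Read depth is unknown, so the effect of depth on which regions were listed was not examined. Of 146 values computed under an alternative setting, 103 kept the direction and the side of the threshold (or, for counts, stayed within 1.5 times the main count). The differences in width, TSS-proximal share, gene-body share, CpG ratio, TEAD share and neighbour agreement did so under every alternative run. The distribution over chromosomes did so with each run counted once (chi-square 59.6) and among TSS-distal regions (99.2), but with covariates and 1 region per run together its likelihood ratio was 32.4, below the 5% point of 33.9. Odds ratios for the TSS-proximal share ranged from 0.285 (protein-coding TSSs) to 0.439 (window of 5000 bp), and those for TEAD from 1.66 (covariates) to 2.43 (1 region per run).

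GC content did not differ past the threshold over all regions, and this call changed under 4 alternatives. Lost regions were lower with 1 region per run (-0.803 percentage points, permutation p = 0.00628), in the central 1000 bp (-0.724, permutation p = 0.00364) and among TSS-proximal regions (-1.03, permutation p = 0.0212), and higher among TSS-distal regions (3.20, permutation p = 1e-05). By position, a higher GC content of distal lost regions goes with a smaller share of GC-rich TSS-proximal regions. The cause of the change with 1 region per run and in the central 1000 bp was not tested.

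Motif counts varied more. The number of motifs more frequent in lost regions went from 6 to 3 in the central 1000 bp and to 2 with covariates, and the number more frequent in gained regions from 6 to 2 among TSS-distal regions. Directions reversed among TSS-distal regions for AP-1 (odds ratio 0.876), C/EBP (0.926), SP/KLF (1.44) and E-box (1.11), with covariates for AP-1 (0.692), CRE (1.05), C/EBP (0.978), SP/KLF (1.03) and the steroid receptor motif (0.909), in the central 1000 bp for C/EBP (0.945), and with 1 region per run for the steroid receptor motif (0.950). Of these reversals, only those for SP/KLF in TSS-distal regions (Fisher's exact test, adjusted p = 0.000144) and AP-1 with covariates (logistic regression, adjusted p = 4.05e-10) passed the threshold. For C/EBP and the steroid receptor motif, no setting passed it. The cause was not tested beyond these settings. Of the other values for single motifs besides TEAD, 42 were the same, 10 weaker and 1 stronger (HSF in the central 1000 bp, odds ratio 0.631).

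The number of chromosomes with an unequal split went from 6 to 3 when each run was counted once and to 5 among TSS-distal regions, and which chromosomes passed changed as well. Only chromosome 7 passed in all 3 settings. The genes with a TSS near both kinds of region numbered 0 with a window of 1000 bp, 11 with one of 5000 bp and 0 among protein-coding genes. With protein-coding genes only, 405 genes lay near lost and 1281 near gained regions, since fewer genes were counted.

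Gene lists depended on the window. With 2500 bp, odds ratios rose past the threshold for the fibrogenic list (4.20) and the heart, kidney and lung list (5.09). With protein-coding genes only, these were 1.66 and 1.89, also past it. The matrisome list was no longer past the threshold with a window of 50 kb (2.34) or by the nearest TSS (3.11), with an adjusted p from 0.000116 to 0.0895 over its alternatives. Myofibroblast identity genes (0.921 by the nearest TSS) and liver fibrosis genes (1.10 among protein-coding genes) changed side of 1 without passing the threshold. The cause was not tested.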

Other observations

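The lists of target genes of ATF4, of SRF with its MRTF cofactors, and of YAP with TEAD used below were written from general knowledge after the motif results were seen and before their positions were tested, except that the regions of ACTA2 and ANKRD1 had been seen. The models with covariates were planned for all motifs, but their use as tests of an explanation for ATF4-C/EBP and SRF was chosen after their values were seen.

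The TEAD consensus was more frequent in lost regions. Base composition alone would let scrambled versions of the consensus differ as much, but 0 of 200 scrambled versions gave an odds ratio as far from 1 (their range was 0.874 to 1.79). The highest value came from ACRTTCCW, which shares the sequence ACATTCCW with the consensus. The next highest was 1.44, for CTTCCAWR. The odds ratio of 1.66 with width, GC content, CpG ratio and TSS class as covariates argues against these as the whole cause. Reduced activity of TEAD factors under OGTi may explain the pattern. In OGTi-treated LX-2 cells, the study reported lower TEAD4 and YAP1 protein, less of both on chromatin and weaker activity of a TEAD-responsive reporter. A list of 22 YAP and TEAD target genes was compared here, 10 of them also in the 5 fibrosis lists. It showed no difference in position from other genes past the threshold. Within 100 kb, 7 of these genes were near both kinds of region. Of the 10 near a single kind, 3 were near lost and 7 near gained regions (odds ratio 0.620, Fisher's exact p = 0.542). The list therefore leaves open whether reduced TEAD activity explains the motif pattern. GADD45A, for example, had 8 gained and 0 lost regions within 100 kb, and AMOTL2 had 6 lost and 0 gained.

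The composite ATF4-C/EBP consensus was more frequent in gained regions, including TSS-distal ones. Only 2 of 200 scrambled versions gave an odds ratio as far from 1, and the odds ratio was 0.337 with covariates, which argues against base composition, width and TSS class as the whole cause. Of 38 ATF4 target genes, 3 of them also in the 5 fibrosis lists, 5 were near both kinds of region and 26 had a TSS within 100 kb of a single kind of region, 25 of them near gained regions (96.2%, against 59.1% of other genes; odds ratio of lying near lost regions 0.0577, Fisher's exact p = 2.77e-05, adjusted p = 4.16e-05 over 3 lists). Against protein-coding genes alone the odds ratio was 0.0657 (Fisher's exact p = 0.000127). With a window of 2500 bp, 18 of 18 were near gained regions (exact p = 0.00164), among them DDIT3, ASNS, CHAC1, SESN2, SLC7A11 and PSAT1. Some of these genes are neighbours and share regions within 100 kb, such as DDIT3 and MARS1. These values are consistent with an ATF4-driven stress or amino acid response to 50 µM OSMI-1 as a hypothesis. Whether such a response follows from the loss of O-GlcNAcylation or from another effect of the compound was not tested, since the series has one inhibitor at one dose.

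The SRF consensus was more frequent in lost regions. As few as 3 of 200 scrambled versions gave an odds ratio as far from 1, all of them in the opposite direction, and the odds ratio was 1.93 with covariates. Of 35 SRF and MRTF target genes, 17 of which are in the 5 fibrosis lists, 18 had a TSS near a single kind of region within 100 kb, and 17 of these were near lost regions (94.4%, against 40.8% of other genes; odds ratio 24.6, Fisher's exact p = 2.72e-06, adjusted p = 8.16e-06 over 3 lists). Another 9 were near both kinds. With a window of 2500 bp, 13 of 15 were near lost regions (exact p = 1.15e-05), among them TAGLN, MYL9, CALD1, FHL2, ZYX and SRF itself, while FOSL1 and CORO1C were near gained ones. A candidate explanation is reduced SRF and MRTF activity under OGTi. In these lists, the SRF and MRTF targets were split toward loss more clearly than the YAP and TEAD targets, but the difference between the lists was not tested. Genes of the SRF and MRTF list may also share regions within 100 kb.

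Neighbouring regions shared a direction. Abutting bins of one broad peak cannot be the whole cause, since pairs more than 5000 bp apart agreed in 82.9% of cases. Bins of one peak with unlisted bins between them were not excluded, since the lists hold no peak boundaries. The grouping of regions by TSS class cannot be the whole cause either. The excess over permutation within chromosome and TSS class was 38.3 percentage points. Domains that change together may be a candidate explanation, as may broad regional differences in signal between the arms, which lists of regions cannot separate.

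The uneven distribution over chromosomes stayed when each run was counted once (chi-square 59.6). The chromosome terms also added to a logistic model with GC content, CpG ratio, width and TSS class (likelihood ratio 84.3 on 22 degrees of freedom, above the 5% point of 33.9), but with 1 region per run the likelihood ratio was 32.4, below that point. Base composition, width and TSS class combined with clustering therefore cannot be told apart from a difference between chromosomes.

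All 10 regions listed on the mitochondrial genome were lost regions. They cover 10156 of its 16569 bp and amount to a single run, so no test of their split is given. Mitochondrial DNA is not packaged in histones, so that H3K27ac on it is an unlikely source. A search for nuclear listed regions that match mitochondrial DNA over at least 50 bp found 0, so that reads shared with nuclear copies cannot be told apart as a source by the split of such regions. A difference in the share of mitochondrial background reads between the arms may be another source, and was not tested, since the lists hold no read counts. Leaving these regions out with the autosomes-only setting gave an odds ratio of 0.397 for the TSS-proximal share. No biological explanation was tested.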
